A study of Mus musculus with 6 samples.

How the data were processed

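Total RNA of the main olfactory epithelium was extracted with Trizol from flash-frozen tissue, and poly(A)-selected libraries were made with an NEBNext Ultra RNA kit, per the labels' protocols. Sequencing was paired-end on an Illumina platform. There were 3 libraries of miR-200b/a knockdown (KD) mice and 3 of the NC group, taken from the sample titles. The column headers of the deposited counts call the NC libraries controls. How the knockdown was made and what the controls received are not given in the sources used here. The submitters' processing notes name the build GRCm38, Bowtie2 2.2.3, HISAT2 2.1.0, TopHat2, HTSeq 0.6.0, DESeq2 and DESeq, with no role or order. The annotation release and the strand setting of the counting are not given in the sources used here, so reads of overlapping or antisense genes cannot be told apart.

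The authors deposited 1 table of 31319 genes with raw counts per library. It also holds, per the file headers and a comparison with the counts, a signal column with the authors' mean over the 6 libraries of counts divided by size factors, a log2 fold change of KD over NC and an unadjusted p-value per gene. The deposited mean was recomputed from the counts to within 0.0142%. The p-value is missing for 78 genes, and which of DESeq and DESeq2 gave it is not given in the sources used here. Gene symbols of 25 rows had been turned into spreadsheet dates or numbers and were taken from the reference annotation by gene ID. Symbols and positions came from the GENCODE annotation of GRCm38, in which 31251 gene IDs were found. No adjusted p-values or normalized values per library were used from the table, and all values per library are counts or counts per 1000000 (CPM) computed from them.

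Genes were tested with edgeR 4.0.16 (R 4.3.3) on the deposited counts, with TMM factors, its default filter on low counts and the quasi-likelihood test. KD was compared with NC over all 6 libraries with no covariate, two-sided, with Benjamini-Hochberg adjustment over 18444 tested genes and a threshold of 0.05. CPM are normalised by TMM. Standard errors of log2 fold changes were derived from the fold change and the F statistic. The biological coefficient of variation was 40.9%, and the prior degrees of freedom of the spread were 2.23. DESeq2 1.42.0 gave no adjusted p for 54 genes, which stay out of its counts. Total counts per library ran from 15704791 to 17618540. Exact intervals at 95% cover counting error alone, since reads carry no molecular identifiers.

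Before the data were examined, 41 gene lists and families were fixed from cell types and pathways of the tissue, of which 38 had at least 5 tested genes. They were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, adjusted over the lists. With an estimated correlation 0 of the lists passed (smallest adjusted p = 0.46), and with fry, which tests whether a list's genes move on balance 1 way without comparing them with other genes, 0 passed (smallest adjusted p = 0.18). Several lists share genes. Where a count is given as adjusted over the list alone, the Benjamini-Hochberg adjustment ran over that list's tested genes.

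The rule for named genes, also fixed beforehand, took the 12 genes with the largest change in each direction past the threshold with groups that do not overlap and a mean of at least 1 CPM, up to 4 members of each list past the threshold, and a fixed set: Zeb1, Zeb2, Omp, Adcy3, Cnga2, Gnal, Gap43, Krt5, Cyp2g1, Obp1a and the genes of the miR-200 family. Since 0 genes passed, its last part applied, and the 24 genes with the smallest p under the same conditions were taken, not all of which are named. As examples of the lists, up to 3 members with the smallest p were taken, a choice made after it was seen that none passed. Slc7a11, Nqo1, Notch1, Trp63, Muc5b, Aqp5, Obp2b, Mup4, Xbp1 and Atf5, the Trim genes, Gm1966, Gdpd3, Gm9522, the class I receptors with the most KD counts and Bpifb9b were named after their values were seen. The division of receptors into class I and others, from the position of Olfr543 to Olfr692 on chromosome 7, was likewise chosen after the data were seen.

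For the seed test, the longest annotated 3′ UTR of each gene was taken from the GENCODE annotation and the GRCm38 sequence, and matches to nucleotides 2 to 8 of each microRNA were counted. Genes with a site were compared with site-free genes in the same of 10 bins of UTR length and 5 bins of level. The control was 200 pairs of 7mers made by shuffling the same bases, without CG.

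The edgeR and DESeq2 scripts were tested on simulated counts with known changes, and the list test and the seed test on simulated shifts: the shifted list was called with 0 of the other lists, and an added shift of 0.2 gave 0.198. This checked the scripts and does not give the rate of false list calls in these libraries. There the estimated correlation within a list reached 0.94, for the mature neurons, and another split called 17 lists higher. Alternatives were the scaling, the count filter, DESeq2, limma-voom, the replicate number as a block, and each library left out in turn. Added after the data were seen were leaving out both KD-2 and NC-1, library quality weights, a robust spread, the mean log2 CPM of the mature neuron list as a covariate, the counts without immunoglobulin genes, and a Benjamini-Hochberg adjustment of the authors' deposited p-values.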

Results

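Polyadenylated RNA of the main olfactory epithelium (MOE), the nasal lining that holds the odour-sensing neurons, was sequenced from male C57BL/6 mice aged 5 months. Of the 6 libraries, 3 came from mice in which the microRNAs miR-200b and miR-200a had been knocked down (KD) and 3 from the control group, which the labels call NC. The files gave raw read counts for 31319 genes. Total counts were 17578805, 15704791 and 17320663 in KD-1, KD-2 and KD-3, and 16165883, 17618540 and 17042490 in NC-1, NC-2 and NC-3. The labels speak of triplicates without stating that each library came from its own mouse, so the p-values measure the spread between these libraries, which may be technical. The design holds 1 comparison, KD against NC, which asks what lowering these microRNAs changes in the transcripts of the tissue.

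The libraries differed widely in how much olfactory neuron RNA they held. Raw counts of Omp, the olfactory marker protein of mature olfactory sensory neurons (chromosome 7, 98143359 to 98145502, build GRCm38), were 24302, 149 and 33430 in KD-1 to KD-3 and 69388, 66437 and 61926 in NC-1 to NC-3. The first principal component of the log2 counts per 1000000 (CPM) held 67.8% of the variance and ran from KD-2 at -168.2 to NC-1 at 124.1. Spearman correlations across genes between libraries lay between 0.759, for KD-2 with NC-1, and 0.974. NC-1 stood apart on the other side. A single gene, Bpifb9b, took 7.66% of its counts. Immunoglobulin genes took 0.782% there, against 5.19% and 6.72% in NC-2 and NC-3 and 8.33%, 14.7% and 5.89% in KD-1 to KD-3. The 95% exact intervals of these shares, for counting error alone, span at most 0.035 percentage points.

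The genes of the targeted microRNAs had fewer counts in every KD library than in any NC library. Mir200a (ENSMUSG00000065400, chromosome 4, 156054896 to 156054985, annotated as a microRNA gene) had 54, 3 and 52 counts in KD-1 to KD-3 and 200, 87 and 84 in NC-1 to NC-3. Its fitted log2 fold change was -1.76 (SE 0.879). Mir200b (ENSMUSG00000065549, chromosome 4, 156055681 to 156055750) had 10, 0 and 28 counts against 76, 54 and 47, with a log2 fold change of -2.19 (SE 0.995). A count of 0 allows up to 3 counts, or 0.23 CPM in KD-2. Neither passed the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with adjusted p = 0.31 and 0.29. With the mean level of the mature neuron genes in each library as a covariate, the log2 fold changes were -0.25 for Mir200a and 0.02 for Mir200b. Counts at these loci in poly(A) libraries do not measure the mature microRNAs. The family members Mir200c (0, 1 and 6 counts against 10, 2 and 6) and Mir141 (0, 0 and 0 against 0, 0 and 1) were too low to test, and Mir429 was not analysed here.

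**Figure D1:**
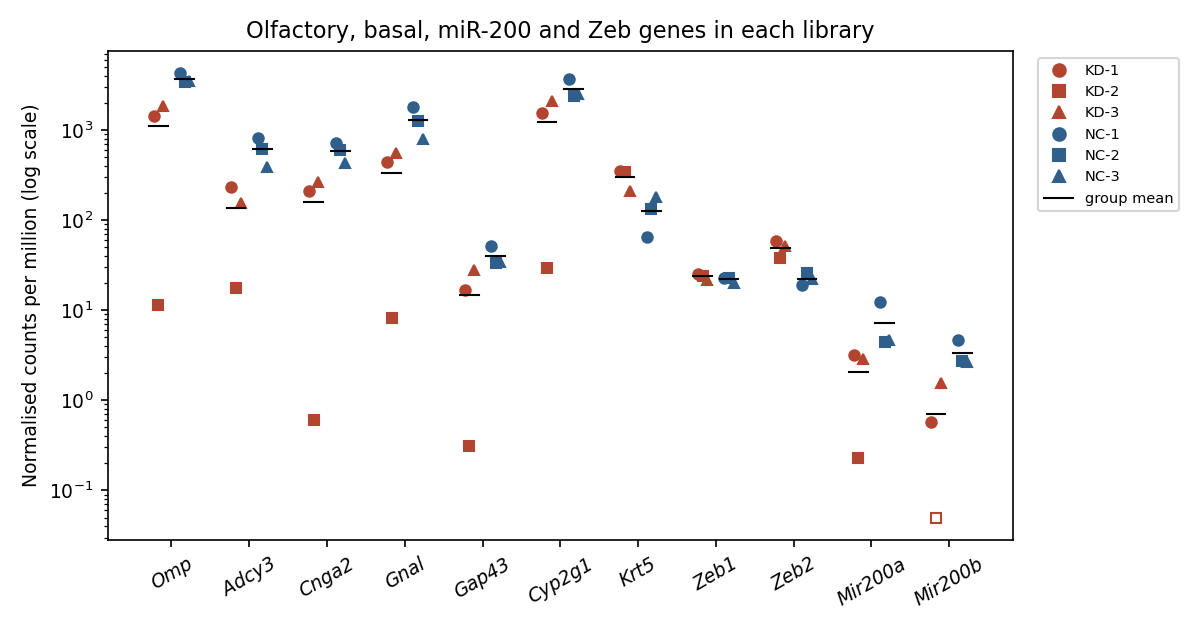
Normalised counts per 1000000 (CPM, log axis) of 11 genes in each library, with KD libraries in red, NC libraries in blue and a line at each group mean of 3 libraries; the open symbol at the bottom stands for 0 counts. KD-2 lies far below the other 5 libraries for Omp, Adcy3, Cnga2, Gnal, Gap43 and Cyp2g1, while Zeb1 overlaps between groups and Zeb2 does not.

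No single gene passed the threshold. Of 18444 genes tested with edgeR's quasi-likelihood test, 0 were higher and 0 lower in KD at adjusted p under 0.05, the smallest adjusted p being 0.276. At an unadjusted p under 0.05 there were 3310 genes, 1604 higher and 1706 lower, where 922 would be reached with no difference. The 3 KD values lay all above or all below the 3 NC values for 33.9% of tested genes, against 10% by chance. DESeq2 on the same counts called 151 genes higher and 196 lower, limma-voom 0 and 0. In a simulation with the spread estimated from these libraries, the edgeR test recovered 0% of genes changed by 2-fold, 29.5% of those changed by 4-fold and 76.2% of those changed by 16-fold, with 1 false call. DESeq2 recovered 10.6%, 77% and 98.4% there, with 84 false calls. In a simulation with a smaller spread (dispersion 0.02) false calls were 8 in edgeR and 6 in DESeq2.

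Among the 24 genes with the smallest p whose groups did not overlap, 18 were lower in KD and 6 higher, none past the threshold of the edgeR test. Bpifa2, a secreted protein of glands (chromosome 2, 154008265 to 154016079), stood at 14.8 ± 5.07 CPM in KD and 1.06 ± 0.491 in NC (SD, n = 3 each), a log2 fold change of 3.80 (SE 0.485). Ace, angiotensin-converting enzyme (chromosome 11, 105967945 to 105989964), stood at 113 ± 22.5 against 42.9 ± 6.48 CPM. The transporter gene Slco2b1 stood at 12.9 ± 0.737 against 4.80 ± 0.48 CPM, the actin regulator Cap2 at 24.3 ± 7 against 7.11 ± 0.831, and the sphingomyelin synthase gene Sgms2 at 108 ± 10.6 against 55.1 ± 5.45. The immunoglobulin heavy chain variable gene Ighv14-1 stood at 33.2 ± 19.9 against 3.70 ± 0.868 CPM. On the low side, the calcium-binding protein gene Calb1 (chromosome 4, 15881264 to 15908064) had 5, 0 and 3 counts in the KD libraries and 209, 222 and 81 in the NC libraries, a log2 fold change of -5.83 (SE 0.851). Nqo1, a quinone reductase (chromosome 8, 107388225 to 107403206), stood at 13.1 ± 5.58 against 57.2 ± 11.7 CPM (log2 fold change -2.12, SE 0.34). Lower values were also found for the neuropeptide gene Cartpt (27.7 ± 4.12 against 67.5 ± 15.0 CPM), Eml6 (10.5 ± 1.01 against 23.6 ± 3.93) and Gpr152 (0.569 ± 0.0968 against 2.35 ± 0.379). Of the 24, 12 were olfactory receptor genes, all lower in KD. All 24 had edgeR adjusted p = 0.28, and in DESeq2 their adjusted p ran from 1.2e-09 for Bpifa2 to 0.0058 for Gpr152.

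Genes of the mature olfactory sensory neuron fell as a group. All 25 tested members of the list, which holds the odour transduction cascade, had a fitted log2 fold change below 0, with a median of -1.77, and 24 had their 3 KD values below the 3 NC values. Adcy3, the adenylyl cyclase of olfactory cilia (chromosome 12, 4133103 to 4213525), stood at 134 ± 108 CPM in KD and 609 ± 219 in NC, a log2 fold change of -2.18 (SE 0.867, adjusted p = 0.28 by edgeR). Omp (ENSMUSG00000074006) stood at 1091 ± 959 against 3715 ± 491 CPM (log2 fold change -1.77, SE 1.36). The cyclic nucleotide-gated channel gene Cnga2 stood at 158 ± 139 against 581 ± 140 CPM, and the G protein gene Gnal at 331 ± 285 against 1284 ± 493. Cfap69 (114 ± 36.6 against 332 ± 88.2 CPM) and the exchanger gene Slc24a4 (16.3 ± 10.7 against 46.5 ± 16.9) were the remaining members with the smallest p. The list passed camera with a preset correlation (adjusted p = 3.0e-09) and not with an estimated one (adjusted p = 0.46 with an estimated correlation). Per library its median log2 CPM relative to the NC mean was -1.38, -7.21 and -1 in KD-1 to KD-3 and 0.43, -0.06 and -0.39 in NC-1 to NC-3. Without KD-2 the median fold change was -1.19, and without both KD-2 and NC-1 it was -0.94. It was -3.04 with limma-voom and -2.63 with the replicate number as a block.

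Lists of other neuronal genes fell with it. In the synaptic vesicle list 15 of 15 members were below 0 (median log2 fold change -1.59, adjusted p = 8.3e-08). Examples were Rab3a (37.2 ± 18.9 against 90.9 ± 6.22 CPM) and Cplx1 (0.311 ± 0.0376 against 1.57 ± 0.649). Cplx1 was the only member of that list past the threshold when adjusted over the list alone. In the immature olfactory sensory neuron list 16 of 18 members were below 0 (median -1.33, adjusted p = 0.0025), and with the mature neuron level as a covariate the list turned higher (adjusted p = 0.042). Gap43, a growth cone protein, stood at 14.9 ± 13.8 against 39.6 ± 10.1 CPM and Ncam1 at 97.1 ± 60.3 against 287 ± 86.2. In the same list Marcksl1 (318 ± 117 against 121 ± 51.0 CPM) and Cxcr4 (79.1 ± 11.9 against 45.2 ± 17.9) were above 0. The axon guidance list (17 of 18 below 0, median -0.70, adjusted p = 0.0025) held Robo2 at 26.2 ± 13.3 against 58.6 ± 14.9 CPM and Robo1 at 42 ± 10.4 against 59.5 ± 6.88, while Sema3f stood at 169 ± 43.8 against 99.8 ± 32.2. The non-canonical olfactory neuron list (9 of 12 below 0, median -1.47, adjusted p = 0.0038) had 3 members past the threshold when adjusted over the list alone. They were the carbonic anhydrase gene Car2 (29.1 ± 6.44 against 64.0 ± 13.6 CPM) and the trace amine receptor genes Taar2 and Taar4. The list of olfactory bulb neuron and brain glia markers (8 of 9 below 0, median -1.42, adjusted p = 0.012) included Cdhr1 at 41.6 ± 26.7 against 126 ± 43.3 CPM, Eomes at 3.69 ± 3.07 against 11.6 ± 1.49 and Mag at 1.92 ± 1 against 5.17 ± 0.483. With an estimated correlation the adjusted p was 0.46 for the synaptic, non-canonical and bulb lists, 0.58 for the immature neuron list and 0.57 for the axon guidance list. The call on the axon guidance list was also lost without both KD-2 and NC-1 (adjusted p = 0.078). That on the non-canonical list was lost without NC-2 (adjusted p = 0.075). With the mature neuron level as a covariate the axon guidance (adjusted p = 0.79), non-canonical (0.21) and bulb (0.54) calls were lost. The synaptic call stayed (0.0017).

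**Figure D2:**
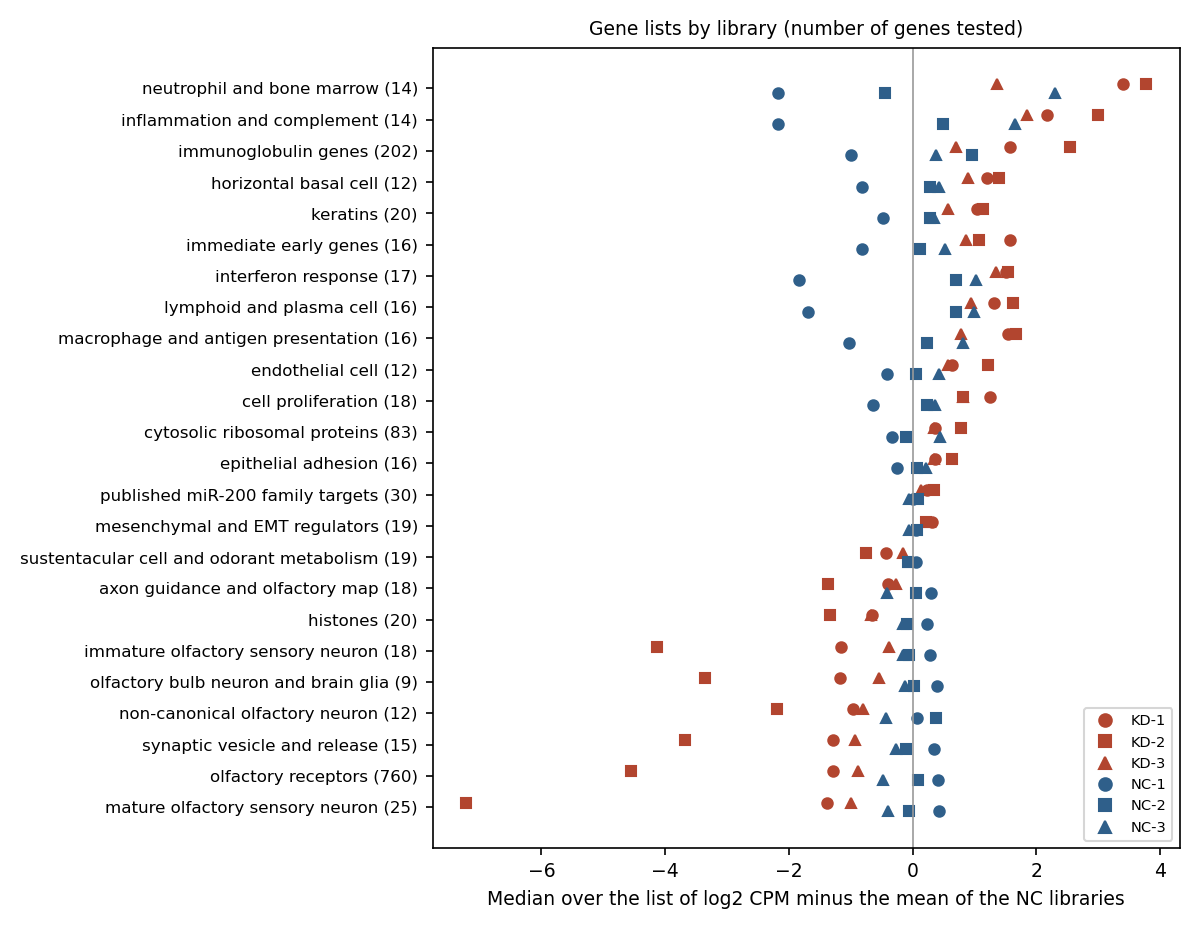
Median over the tested genes of each list of log2 CPM minus the mean of the NC libraries, by library, for the 23 lists past the threshold of camera with a preset correlation and for the sustentacular list (number of tested genes in brackets). KD-2 is lowest in the neuronal lists, at -7.21 for mature olfactory sensory neurons, and NC-1 is lowest in the immune lists.

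Olfactory receptor genes, each expressed by a small share of the neurons, were lower in KD almost throughout the family. Of 1191 receptor genes, 760 were tested and 750 of those had a fitted log2 fold change below 0. The family's median was -1.70 (-1.59 with genes of 3 or fewer KD counts set at 3). None passed the edgeR threshold, and 72 passed when adjusted over the list alone. At an unadjusted p under 0.05 there were 211 lower and 1 higher, and DESeq2 called 99 lower. Receptor genes took 0.135 ± 0.113% of counts in KD and 0.45 ± 0.143% in NC (SD, n = 3 each, exact permutation test, two-sided p = 0.1, the smallest p that 3 against 3 can give). Receptor genes with 10 or more counts numbered 513, 8 and 641 in KD-1 to KD-3 and 884, 912 and 757 in NC-1 to NC-3. The family passed camera with a preset correlation (adjusted p = 1.1e-49) and not with an estimated one (adjusted p = 0.46 with an estimated correlation). With the mature neuron level as a covariate the family turned higher (adjusted p = 0.0025). Receptor counts per 1000 Omp counts were 1202, 9510 and 1185 in KD-1 to KD-3 and 1358, 1241 and 822 in NC-1 to NC-3 (exact permutation test of 3 against 3, two-sided p = 0.6). Near-identical receptors can share reads, so values of single receptors are uncertain.

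Class I receptors, the family branch whose genes lie together on chromosome 7 (102476579 to 105369355), were further from NC than the rest. The 43 tested class I genes were all below 0, with a median log2 fold change of -5.24 (-4.22 with low genes set at 3 counts), against -1.65 (-1.53) for 717 receptors elsewhere. In 1000 draws of other receptors matched on NC counts the median lay between -2.48 and -1.11. Of 87 class I genes with 30 or more NC counts in all, 60 had 3 or fewer KD counts in all, against 38 of 804 elsewhere. Olfr615 (chromosome 7, 103556079 to 103563798) had 1 KD count against 113 NC counts, a ratio of 102 (95% exact interval 17.9 to 4057, for counting error alone), and Olfr685 had 1 against 183 (ratio 165, 29.2 to 6548). Olfr571 (197 KD counts against 199), Olfr686 (132 against 277) and Olfr558 (92 against 104) kept more. Outside the cluster, Olfr183 had 4, 0 and 0 counts against 234, 149 and 88, and Olfr48 had 7, 1 and 7 against 145, 141 and 58. As a share of all receptor counts, class I took 0.692% (95% exact interval 0.6 to 0.794) in KD-1, 3.67% (2.75 to 4.79, from 52 of 1417 counts) in KD-2 and 1.14% (1.04 to 1.25) in KD-3. The shares were 2.54% (2.44 to 2.64), 4.73% (4.58 to 4.88) and 2.72% (2.58 to 2.87) in NC-1 to NC-3 (exact permutation test of the 3 against 3 shares, two-sided p = 0.3). Of the 52 counts in KD-2, 25 were from Olfr558. It was left out because of those counts, after the shares were seen, so the p-value without it cannot serve as a test. Without that gene the share in KD-2 was 1.94% (1.28 to 2.81), with 0.569% and 1.07% in KD-1 and KD-3 and 2.5%, 4.69% and 2.66% in NC-1 to NC-3 (exact permutation test, two-sided p = 0.1, the smallest possible). A gene of another family inside the cluster differed between libraries without following the groups, Trim12a (chromosome 7, 104299894 to 104315466) with 677, 2 and 597 counts in KD-1 to KD-3 and 73, 1 and 2 in NC-1 to NC-3.

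**Figure D3:**
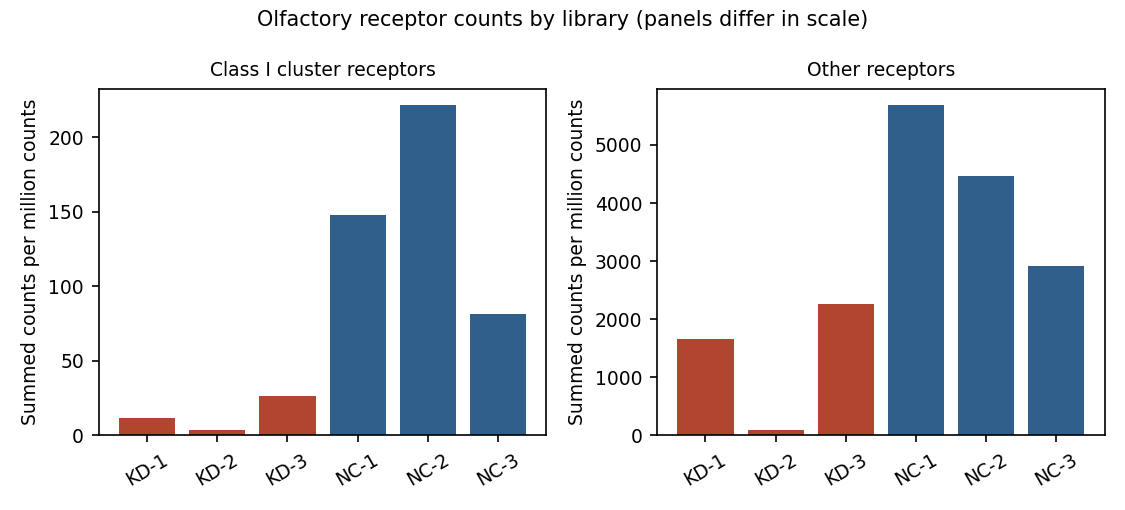
Summed counts per 1000000 total counts of class I cluster receptors (left) and of all other olfactory receptor genes (right) in each library, with KD libraries in red and NC libraries in blue; the panels differ in scale and the bars start at 0. The class I values are 11.5, 3.3 and 26.2 in KD-1 to KD-3 and 148, 221 and 81.3 in NC-1 to NC-3.

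Genes of horizontal basal cells and of dividing cells rose, while those of the supporting cells did not pass the test. The sustentacular cell and odorant metabolism list did not pass (13 of 19 below 0, median log2 fold change -0.61, adjusted p = 0.11). Its members included Ephx1, microsomal epoxide hydrolase, at 168 ± 46.1 against 345 ± 20.3 CPM, Ces1d at 283 ± 83.9 against 496 ± 115, Fmo2 at 141 ± 16.8 against 215 ± 56.7 and the cytochrome P450 gene Cyp2g1 at 1229 ± 1077 against 2859 ± 726. The horizontal basal cell list, markers of the reserve stem cells, rose with 12 of 12 members above 0 (median 1.22, adjusted p = 2.6e-06), and 6 of them passed when adjusted over the list alone. Those were Krt5 (302 ± 79.5 against 126 ± 58.9 CPM, log2 fold change 1.26, SE 0.418), Itga6 (81.3 ± 17.8 against 44.3 ± 8.03), Itgb4 (172 ± 41 against 76.4 ± 30), Col17a1 (96.6 ± 32.7 against 34.5 ± 16.5), Notch1 (46.9 ± 7.33 against 29.8 ± 5.93) and Trp63 (55.7 ± 11.8 against 34.5 ± 6.63). The basal list's median was 1.21, 1.39 and 0.9 in KD-1 to KD-3, highest in KD-2, the library with 149 Omp counts. The rise can therefore not be assigned to basal cells of the olfactory epithelium. The keratin family had 16 of 20 members above 0 (median 1.12, adjusted p = 0.0038). Members included Krt80 at 25.3 ± 6.14 against 11.1 ± 3.87 CPM and Krt19 at 508 ± 144 against 184 ± 98.1. The cell proliferation list had 18 of 18 members above 0 (median 0.86, adjusted p = 1.4e-07). Tyms, a thymidylate synthase, stood at 11.1 ± 1.10 against 6.43 ± 0.704 CPM, Mcm6 at 43.2 ± 7 against 25.1 ± 6.34 and Mcm2 at 25.9 ± 1.89 against 15.3 ± 4.17. Ribosomal protein genes rose (80 of 83 above 0, median 0.47, adjusted p = 2.7e-07), but only 9 of the 83 had groups that did not overlap. The list's median in NC-3 (0.45) lay above KD-1 (0.37) and KD-3 (0.35), and with the mature neuron level as a covariate the call was lost (adjusted p = 0.15). Rps2 stood at 447 ± 86.5 against 257 ± 52.6 CPM, Rps27 at 137 ± 16.1 against 91.7 ± 15.6 and the Rpl6l pseudogene at 30.5 ± 5.66 against 17.7 ± 4.44. Of 57 histone genes 20 were tested, and these fell (19 of 20 below 0, median -1.01, adjusted p = 7.6e-05). The libraries were poly(A)-selected, so histone transcripts without a poly(A) tail would be missed. Hist2h3c2 stood at 3.31 ± 1.28 against 8.28 ± 2.99 CPM, Hist1h2ac at 2.43 ± 1.13 against 6.52 ± 2.08 and Hist1h4c at 0.472 ± 0.221 against 1.62 ± 0.67. With an estimated correlation the adjusted p was 0.46 for the basal, keratin, proliferation and histone lists and 0.58 for the ribosomal and sustentacular lists.

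Immune and vascular genes rose as lists, though not in every KD library above every NC library. Immunoglobulin genes had 170 of 202 members above 0 (median log2 fold change 1.48, adjusted p = 9.1e-14). They included Ighv5-9 at 24.4 ± 15.8 against 1.85 ± 0.59 CPM and Ighv1-5 at 40.0 ± 21.0 against 5.55 ± 1.18. The summed share of immunoglobulin genes was 9.63 ± 4.54% of counts in KD and 4.23 ± 3.08% in NC (n = 3 each, exact permutation test, two-sided p = 0.2). Inflammation and complement genes (14 of 14 above 0, median 1.67, adjusted p = 3.0e-06) included Vcam1 at 38.9 ± 14.3 against 17.8 ± 5.87 CPM, C4b at 148 ± 41.8 against 55.7 ± 31.1 and Nfkbia at 446 ± 87.5 against 143 ± 128. Macrophage and antigen presentation genes had 16 of 16 members above 0 (median 0.98, adjusted p = 3.0e-06). Members included Csf1r, a macrophage growth factor receptor, at 87.1 ± 16.2 against 45.9 ± 13.8 CPM, Adgre1 at 18.9 ± 4.60 against 10.8 ± 2.01 and Cd68 at 60.8 ± 12.7 against 20.2 ± 12.3. The lymphoid list (16 of 16, median 1, adjusted p = 2.3e-04) included Cd8a at 16.6 ± 14.6 against 3.68 ± 2.45 CPM, Ighm at 62.2 ± 14.8 against 30.1 ± 15.3 and Ms4a1 at 20.5 ± 8.50 against 9.81 ± 6.00. The neutrophil and bone marrow list rose (14 of 14, median 1.85, adjusted p = 1.3e-04). It held Ltf, lactoferrin, which glands also secrete, at 19600 ± 9483 against 5311 ± 3381 CPM. Prtn3 stood at 14.5 ± 12.9 against 3.24 ± 2.85 and Elane at 9.27 ± 9.14 against 1.25 ± 1.73. Its medians were 3.4, 3.77 and 1.37 in KD-1 to KD-3 and -2.18, -0.45 and 2.3 in NC-1 to NC-3. The erythroid list, which did not pass, had medians of 1.04, 2.99 and -1.29 against -1.09, -0.52 and 1.68. Interferon response genes had 17 of 17 members above 0 (median 1.01, adjusted p = 5.3e-05). They included Ifit1 at 70.1 ± 7.28 against 44.8 ± 8.52 CPM, Stat2 at 154 ± 39.1 against 92.5 ± 35.0 and Usp18 at 41.5 ± 8.01 against 20.5 ± 12.1. Endothelial genes (11 of 12, median 0.88, adjusted p = 1.6e-05) included Cdh5 at 56.0 ± 15.2 against 23.3 ± 8.07 CPM, Pecam1 at 104 ± 24.5 against 46.4 ± 18.9 and Emcn at 18.4 ± 4.62 against 9.63 ± 2.55. Immediate early genes had 15 of 16 members above 0 (median 1.05, adjusted p = 1.3e-04). Members included Dusp1 at 254 ± 59.5 against 111 ± 37.7 CPM and Nr4a1 at 139 ± 13.7 against 84.0 ± 23.7, whereas Npas4, an activity-induced neuronal factor, stood at 2.42 ± 0.597 against 5.34 ± 1.18. With an estimated correlation the adjusted p was 0.46 for the immunoglobulin, inflammation, macrophage, endothelial and immediate early lists, 0.51 for the interferon and neutrophil lists and 0.57 for the lymphoid list. NC-1 was the lowest library in these lists, at -2.17 for inflammation genes against 0.49 and 1.65 in NC-2 and NC-3. The groups overlapped in 4 lists, where KD-3 lay below an NC library: neutrophil (1.37 against 2.3 in NC-3), lymphoid (0.94 against 0.99 in NC-3), macrophage (0.79 against 0.81 in NC-3) and immunoglobulin (0.71 against 0.96 in NC-2). The lymphoid call was lost without both KD-2 and NC-1 (adjusted p = 0.052).

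The transcription factor genes Zeb1 and Zeb2, known targets of the miR-200 family, differed from each other. Zeb2 (ENSMUSG00000026872, chromosome 2, 44983632 to 45117395) stood at 49.2 ± 10.5 CPM in KD and 22.3 ± 3.30 in NC (SD, n = 3 each), with all 3 KD values above the NC values. Its log2 fold change was 1.14 (SE 0.21), with adjusted p = 0.28 in edgeR and 0.0081 in DESeq2. Zeb1 (ENSMUSG00000024238, chromosome 18, 5591860 to 5775467) stood at 23.7 ± 1.77 against 21.9 ± 1.53 CPM, a log2 fold change of 0.11 (SE 0.139, edgeR adjusted p = 0.64) that was -0.04 with library totals alone. In the authors' deposited table the log2 fold changes were 1.12 for Zeb2 and 0.08 for Zeb1, with unadjusted p-values of 5.6e-05 and 0.66. The list of published miR-200 family targets rose (22 of 30 above 0, median 0.24, adjusted p = 0.027). Fn1, fibronectin, stood at 181 ± 35.1 against 119 ± 8.21 CPM, and Msn, moesin, at 342 ± 44.3 against 173 ± 65.5. Zeb2 was its only member past the threshold when adjusted over the list alone. The mesenchymal list rose (16 of 19, median 0.20, adjusted p = 0.028), with Zeb2 again the only such member. Pdgfra stood at 98.9 ± 17.5 against 56.5 ± 8.79 CPM and Vim, vimentin, at 398 ± 38.6 against 246 ± 49.3. The epithelial adhesion list also rose (15 of 16, median 0.47, adjusted p = 0.0038). Grhl2 stood at 65.5 ± 5.31 against 47.0 ± 7.41 CPM, Krt8 at 650 ± 137 against 379 ± 91.3 and Cldn7 at 172 ± 52.2 against 80.5 ± 39.8. With an estimated correlation the adjusted p was 0.46 for each of these 3 lists. The target call was lost without KD-1 (adjusted p = 0.056), without NC-3 (0.12), with library totals alone (0.076), with a minimum mean count of 50 (0.052) and with the mature neuron level as a covariate (0.079). The mesenchymal call was lost without KD-1 (0.08), KD-3 (0.064) or NC-3 (0.13), and with the replicate number as a block (0.056).

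Transcripts with miR-200 seed sites lay slightly above matched transcripts without them. Of 15779 tested genes with an annotated 3′ UTR, 4581 held at least 1 match to the seed of miR-200b-3p (CAGTATT) or miR-200a-3p (CAGTGTT). Their median log2 fold change exceeded that of site-free genes matched on UTR length and level by 0.018. Among 200 pairs of control 7mers made by shuffling the same bases, 99% gave a lower value (median -0.022, with 95% of them between -0.046 and 0.006). Genes are not independent replicates, so this rank describes these libraries. Of the 10 splits of the 6 libraries, 6, the real one included, gave a shift as large in size, the highest other being 0.033. Without KD-1 the shift was 0.000, and without matching it was -0.073.

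**Figure D4:**
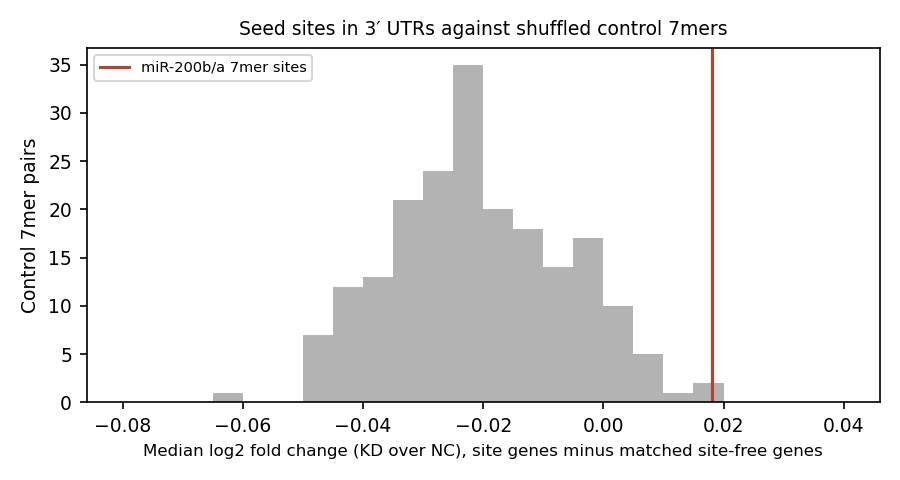
Histogram of the shift in median log2 fold change (KD over NC) between genes with and without a site for 200 pairs of shuffled control 7mers, with the miR-200b and miR-200a seed pair as the red line. The seed pair stands at 0.018, above 99% of the control pairs.

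The remaining lists did not pass with all 6 libraries. The nasal gland and odorant-binding protein list (15 of 22 below 0, median log2 fold change -1.15, adjusted p = 0.83) turned higher and passed without NC-1 (adjusted p = 0.018). In NC-1 the odorant-binding protein gene Obp1a reached 4887 CPM against 39.6 and 6.22 in NC-2 and NC-3 and 211, 100.2 and 2.98 in KD-1 to KD-3. Its log2 fold change was -3.97 (SE 2.51, edgeR adjusted p = 0.38) with NC-1 and 2.19 without it. Ensheathing and Schwann glia genes had 9 of 13 members below 0 (median -0.40, adjusted p = 0.13). Glutathione and oxidative stress genes (10 of 17 above 0, median 0.10, adjusted p = 0.4) moved both ways, with Nqo1 lower and the cystine transporter gene Slc7a11 higher (130 ± 15.1 against 39.9 ± 18.0 CPM), both past the threshold when adjusted over the list alone. The other lists gave adjusted p = 0.19 for endoplasmic reticulum stress (median 0.47), 0.23 for erythroid cells (1.03), 0.28 for lipid and cholesterol synthesis (0.23), 0.42 for cartilage and bone (0.24), 0.5 for motile cilia of respiratory epithelium (0.30) and 0.55 for mitochondrially encoded genes (-0.17). They were 0.58 for nuclear oxidative phosphorylation (median 0.06), 0.75 for microvillar cells (-0.15), 0.78 for globose basal and progenitor cells (median 0.21, mean -0.14, tested as higher), 0.83 for the circadian clock (-0.09) and 1 for skeletal muscle (-0.25). Single libraries decided some of these. The erythroid list passed as higher without KD-3 (adjusted p = 0.0023) or NC-3 (0.037) and was lower, not past the threshold, without KD-2 (0.78). The nuclear oxidative phosphorylation list passed as higher without NC-3 (0.028), and the cartilage and bone list without both KD-2 and NC-1 (0.039). Too few genes were tested of the vomeronasal neuron list (3), the vomeronasal receptors (0) and the major urinary proteins (2). As a summed share, mitochondrial genes took 2.27 ± 0.348% of counts in KD and 2.84 ± 0.149% in NC (SD, n = 3 each). The exact permutation test gave a two-sided p = 0.1, the smallest possible.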

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

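The alternatives that leave out both KD-2 and NC-1, weight libraries, use a robust spread or a neuron covariate, drop immunoglobulin genes or adjust the authors' p-values were chosen after the data were seen. The count of 0 genes higher and 0 lower in edgeR held with other size factors, library totals, both count filters and limma-voom. It also held with quality weights, the robust spread, the covariate, immunoglobulin genes left out and each library left out in turn (0 to 0). A fold minimum gave 0 as well, which says nothing, since it can only lower a count. DESeq2 gave 151 higher, 196 lower and 99 receptor genes, and adjusting the p-values of the authors' deposited table gave 97, 210 and 136. In the simulation with the estimated spread DESeq2 made 84 false calls, against 1 in edgeR. With a smaller spread (dispersion 0.02) it made 6, against 8 in edgeR, so the false calls depend on the spread that is simulated. The cause of the difference in the data was not tested. With KD-2 and NC-1 both out, 3 genes were higher, all on chromosome 7: Trim12a (log2 fold change 8.72, adjusted p = 0.0044), Gm1966 (6.10, 0.012) and Trim30d (4.83, 0.03), named after their values were seen. For 38 lists, camera called 15 higher and 8 lower; leaving out 1 library gave 13 to 16 and 7 to 8. An estimated correlation or fry gave 0 and 0. The covariate gave 17 and 4. It ended the mature neuron, axon guidance, non-canonical neuron, bulb, ribosomal and miR-200 target calls, turned the receptor family (adjusted p = 0.0025) and the immature neuron list (0.042) higher, and brought in cartilage and globose basal genes as higher and erythroid and nuclear oxidative phosphorylation genes as lower, causes not tested. The seed shift of 0.018 lay between 0.000 (without KD-1) and 0.029 (without KD-3) with 1 library out, at 0.024 (97th percentile of the controls) with the covariate, and at -0.073 without matching on UTR length and level; the causes of the values without KD-1 and without matching were not tested.

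With the replicate number as a block, edgeR called 0 genes higher and 0 lower, 0 receptor genes, 14 lists higher and 8 lower, with a seed shift of 0.019. The mesenchymal list was the call the block ended (adjusted p = 0.056). The numbers do not pair the libraries: deviations from the group means correlated at 0.31, 0.1 and -0.26 for numbers 1 to 3, and 3 of 6 libraries correlated best with their own number.

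For the genes named by the rule, the fixed set and the list examples, 1655 of the values under alternatives kept their direction and side of the threshold, 34 passed it, all in DESeq2, and 10 changed sign. Zeb1 was -0.04 with library totals alone, a setting that moves the median of all genes to -0.14. Obp1a ran from -5.02 (without KD-1) to 2.19 (without NC-1) with 1 library out, and was 2.25 without KD-2 and NC-1 and 0.67 with quality weights, since NC-1 alone holds most of its counts. With the neuron covariate Omp was 0.32, Cnga2 0.57, Gnal 0.00, Gap43 0.50, Cyp2g1 0.66 and Mir200b 0.02; Omp, Cnga2 and Gnal are in the list the covariate is made of, so values near 0 are built in for them. The planned settings for tables without counts and for deposited adjusted p-values did not apply. At these depths, 15704791 to 17618540 counts, only 8 receptor genes reached 10 counts in KD-2.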

Other observations

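The tests of a smaller share of olfactory epithelium, of normalization and of a variant on chromosome 7 were chosen after the results were seen. So were the division of receptors into class I and others, the neuron covariate and the counts without immunoglobulin genes, on which the tests of class I receptors, seed sites and immunoglobulin transcripts rest.

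The genes in this paragraph were named after their values were seen and were not tested as a group; the nasal gland and endoplasmic reticulum stress lists that hold most of them did not pass with all 6 libraries. Muc5b, a gel-forming mucin, stood at 3160 ± 479 CPM in KD and 1414 ± 402 in NC, and Aqp5, a water channel of glands, at 437 ± 14.3 against 250 ± 74.1 (SD, n = 3 each, edgeR adjusted p = 0.28 for both). A different set was high in NC-1 alone, where Obp2b reached 3479 CPM against 1.69 and 4.93 in NC-2 and NC-3, and Mup4 5874 CPM against 25.4 and 1.96. Xbp1, a regulator of secretory cells, stood at 1184 ± 373 against 529 ± 196 CPM, and Atf5, a stress-response factor of olfactory neurons, at 260 ± 172 against 750 ± 71.8.

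Trim genes within the class I receptor cluster on chromosome 7 differed widely between libraries, most of them without following the groups. Trim34b (104329471 to 104336909) had 3, 195 and 8 counts in KD-1 to KD-3 and 22, 195 and 128 in NC-1 to NC-3, Trim30d had 538, 18 and 449 against 30, 15 and 22, Trim5 had 141, 1 and 95 against 20, 3 and 0, while Trim34a, with 267, 67 and 301 against 35, 43 and 42, was higher in each KD library. The pseudogene Gm1966 (106596743 to 106604035) had 342, 5 and 311 counts against 26, 5 and 5. Farther away, Gdpd3 (chromosome 7, 126766334 to 126775649) had 28, 445 and 42 counts against 24, 355 and 293, and Gm9522 (chromosome 15, 39180511 to 39181436) had 0, 31 and 1 against 2, 66 and 59.

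Class I receptors had a median log2 fold change of -5.24, outside the -2.48 to -1.11 of 1000 draws of other receptors with like counts (-4.76 against -1.98 to -0.60 without KD-2), which argues against low counts as the cause. A strain or donor variant at the cluster, which the Trim genes brought up, cannot be told apart: with the 3 genes that prompted it left out, 1 of 70 tested genes within 2 Mb other than receptor, immunoglobulin and erythroid genes parted the libraries by at least 4-fold with 2 or more on each side, against 101 of 17382 elsewhere (Fisher's exact test, two-sided p = 0.34). Less dorsal epithelium cannot be told apart: Acsm4 and Taar counts per 1000 Omp counts were below every NC library in 2 KD libraries (23.5 and 20.5 against 43.6, 42.8 and 36.5) but rested on 12 counts in KD-2 (80.5), and the Taar genes alone overlapped the NC range. Nqo1, another dorsal marker, was lower in the same KD-1 and KD-3 (8.19 and 10.5 against 12.6, 20.7 and 13.7). It was already known to be low, as 1 of the 24 genes with the smallest p, so its ratio cannot serve as a test. The ventral marker Ncam2 was not lower in KD-1 and KD-3 (9.79 and 9.96 against 9.73, 8.43 and 7.15), as less dorsal epithelium would give. The ventral marker Nrp2 (64.1 and 45.7 against 31, 29.1 and 24.7) cannot tell. It kept 1048 counts in KD-2 beside 149 Omp counts, so its ratio rises where Omp falls. In KD-2 the ratios of Nqo1 (738), Ncam2 (67.1) and Nrp2 (7034) were all above NC but rested on those 149 Omp counts. An effect of the knockdown itself on class I receptors stays open and was not tested apart from these.

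Less olfactory epithelium in the KD tissue pieces cannot be told apart as a source of the low neuron genes. The sustentacular medians lay below every NC library in 3 of 3 KD libraries (-0.43, -0.76 and -0.15 against 0.05, -0.07 and -0.05). They fell far less than the mature neuron medians (-1.38, -7.21 and -1), and 6 of 19 members were above 0. The groups did not overlap for 4 members higher in KD and for 9 lower. The 4 go against a smaller share of epithelium and the 9 go with it. Members differed in KD-2. Cyp2g1 had 385 counts there against 26440 and 38357 in KD-1 and KD-3. Ephx1 had 1584 against 2892 and 3872, Fmo2 1625 against 2425 and 2867, and Ces1d 2440 against 5581 and 6129. The mature neuron median stayed at -1.77 or below under 3 scalings and was -1.76 with immunoglobulin genes left out, which argues against normalization and against immunoglobulin transcripts taking up the counts. Whether the share of epithelium is the only difference between the pieces cannot be told: in 0 of 6 pairs of endothelial, macrophage, cilia and cartilage lists did the difference lie outside the NC range on one side in all KD libraries, yet their median fold changes ran from 0.24 to 0.98. Loss of neurons through the knockdown and a difference in dissection would both lower these genes, and no value here separates them.

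Genes with miR-200 seed sites lay 0.018 above matched genes. With the neuron level as a covariate the shift was 0.024, above 97% of the control pairs. That level was below every NC library in all 3 KD libraries, and KD-2 stood far from the rest (list medians -1.38, -7.21 and -1 in KD-1 to KD-3). The covariate thus overlaps with the group, and the test cannot tell the share of epithelium from the seed. With the same covariate the list of published targets no longer passed (adjusted p = 0.079). The direction is the one that less repression by miR-200, a hypothesis, would give. The values do not separate it from a feature of library KD-1. KD-1 was on the side counted as KD in all 10 splits of the 6 libraries, and every shift was above 0 (0.001 to 0.033). The shift was gone without KD-1. The 10 splits are also too few for a share under 0.05: 6 gave a shift as large in size, the highest other being 0.033.

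The splits are too few for the counts of calls as well. A split and its mirror were counted once, so the larger direction of each other split was taken. In edgeR the real split gave 0 genes in either direction and 0 receptor genes, which all 10 splits reach, so that these counts say nothing; the highest other was 5 genes, and 0 receptor genes. For lists, 3 splits gave as many as the 15 higher and 8 as many as the 8 lower, the highest other being 17. At an unadjusted p under 0.05 the real split gave 3310 genes and the next 1564, and in DESeq2 347 and 90.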
